A study of Mus musculus with 8 samples. Its data were reported in "Death Induced by Survival gene Elimination (DISE) correlates with neurotoxicity in Alzheimer’s disease and aging" (2024).

How the data were processed

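Small RNAs bound to Argonaute proteins were measured in brain (cortex and hippocampus) of 8 mice, 4 5XFADtg Rubicon+/- (het) and 4 5XFADtg Rubicon-/- (ko). Per the labels, a GW182 peptide on beads was used to capture Argonaute complexes from lysates, RNA of the size of guide strands was extracted from a gel, and libraries were made with a small RNA kit and sequenced on a HiSeq instrument. Groups and replicate numbers were taken from the sample titles. The same numbers occur in both genotypes, which is the only source of pairing, and the mice are different animals.

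The table comes from the SPOROS pipeline of the authors. It holds 1 line per distinct sequence with the name of the small RNA it matched, and it leaves out scarce and artificial sequences. The deposited values are CPM, that is reads of a sequence per 1000000 reads of its library, scaled by the authors. The columns summed to between 98.4% and 99.8% of that total, and the source of the shortfall was not tested. The deposited viability score of each seed is the authors' mean viability over 3 mouse cell lines, taken from an earlier screen and not measured in these mice. It ranged from 3.3 to 108.5, with 43 sequences above 100. The genome build and the versions of the tools that made the table were not stated. The removal of rare reads set a floor, since every sequence had at least 8 reads over the 8 libraries, and 4894 sequences had exactly 8. Because this filter is on the total over libraries, sequences seen only in shallow libraries were more easily lost than those seen in deep ones. Scaling to a fixed total makes each value relative to the rest of its library, so a change in an abundant miRNA shifts all others.

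All values were whole multiples of what 1 read was worth in the library, and 100.0% of them came out as whole reads when divided by it. The recovered reads gave the depth, from 509839 to 19878054 per library. Shares of single libraries have 95% Wilson intervals, and the smallest level shown was taken as 3 reads. Reads had no molecular identifiers, so intervals and floors cover counting error only. With 4 mice per genotype, the spread between mice and not the depth limited most comparisons.

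Per-library measures (miRNA share, median and mean seed viability, share of reads with seed viability under 40 and over 80, G content of seeds, 5 prime isomiR share and read length) were weighted by CPM and compared by exact two-sided permutation tests of the difference of means over all 70 splits, with Benjamini-Hochberg adjustment over the 8 measures. miRNAs, single reads and seeds with a mean of at least 10 CPM were tested with limma 3.58.1 (lmFit, eBayes with trend and robust) in R 4.3.3 on log2(CPM + 1), both genotypes in one fit and no covariate, with Benjamini-Hochberg adjustment. The deposited values are not counts, so limma was planned as the main test. It gave all libraries equal weight, although depth differed 39-fold. edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 were run only as alternatives on the recovered reads. They called 4 and 9 miRNAs. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

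The fits were tested on simulated data drawn from the real means and depths of 3299 reads, of which 200 were changed by a log2 fold change of 2. limma recovered 56.5% of them with 3.4% false among its calls, and edgeR recovered 63.5% with 4.5% false. With no read changed, neither made a call, and 5.0% of reads had a limma p under 0.05. The simulated reads were drawn independently of each other, so these rates do not cover reads that vary together within a library.

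The miRNAs named were set by a rule written before the data were examined. They were the 8 miRNAs the study labelled for this comparison and, in each direction, the 5 with the smallest p among those past the threshold, or the 5 with the smallest p where fewer passed. For seeds and reads the rule was the 3 smallest p-values in each direction. miR-183-5p, miR-141-3p, miR-200c-3p, miR-32-5p, miR-10a-5p and miR-10b-5p fall outside it, as do the abundant miR-128-3p, miR-26a-5p and miR-124-3p and the epithelial miR-205-5p and miR-203-3p. Hairpin positions came from an exact match of each miRNA's most abundant read to GENCODE M21 hairpins (GRCm38).

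The alternatives tried were pseudocounts of 0.1 and 10, means of at least 1 and 100 CPM, centring each library on its median, the replicate number as a block, edgeR and DESeq2 on recovered reads, leaving out each library, other viability thresholds and subsets of reads, and other definitions of the viability gap. Not all of these were planned for every result. For the viability gap, the pseudocounts, centring, DESeq2 and the filter at 100 CPM, for miRNA share, isomiR share and read length the replicate block, and for cell-type miRNAs and named seeds and reads all alternatives were added after seeing the data. Further alternatives, also chosen after seeing the data, were drawing every library down to 509839 reads (10 seeded draws), leaving out the 2 libraries over 5000000 reads, removing each library's lowess trend with GC content, a wider definition of miRNA reads, and leaving out reads of miRNAs listed as typical of the olfactory bulb. No library was left out of the reported results.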

Results

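RISC-bound small RNAs (R-sRNAs) were profiled in the brains of mice that carry the 5XFAD transgene, a model of amyloid deposition in Alzheimer's disease, and that had either 1 intact copy of the autophagy gene Rubicon (5XFADtg Rubicon+/-, het) or none (5XFADtg Rubicon-/-, ko). The RNA came from cortex and hippocampus combined, and the Argonaute proteins that hold the guide strands of the RISC were pulled down with a GW182 peptide before small RNAs were sequenced. There were 4 libraries of each genotype, each from a different mouse, and 8 libraries in all. The table held 47204 distinct read sequences of 15 to 31 nt. Each sequence carried its 6mer seed (positions 2 to 7), which decides what mRNAs a guide strand targets, and a seed viability score, the mean viability of 3 mouse cell lines transfected with an siRNA that has this seed. Low scores mark toxic seeds in the mechanism called Death Induced by Survival gene Elimination (DISE).

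Library depth differed 39-fold. The het libraries held 509839, 1445313, 2554841 and 2634450 reads in replicates 1 to 4, and the ko libraries held 7845446, 19878054, 2313082 and 1010177 reads. The ko replicate 2 library gave 52.0% of all 38191202 reads. Both libraries with over 5000000 reads were ko, so an effect of such depth and one of genotype cannot be told apart in them. Of the 47204 sequences, 27.6% were detected in het replicate 1 and 90.8% in ko replicate 2. The level of 3 reads, taken here as the smallest that a library could show with some certainty, was 5.79 CPM in het replicate 1 and 0.151 CPM in ko replicate 2. Every library was counted as a separate sample, as each is from a different mouse by its label. The deleted gene could not be used to check the genotypes. None of the 47204 sequences, each with at least 8 reads over the 8 libraries, matched a transcript of Rubcn, the mouse gene for Rubicon (chromosome 16, 32821703 to 32877766, minus strand, GRCm38), so fragments of it may have been present only as rarer reads, and the genotypes rest on the sample labels.

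To describe the content of the RISC, the share of reads with a mature miRNA name was computed in each library. miRNAs made up 96.7% ± 0.362 of reads in het and 96.7% ± 0.686 in ko (mean ± SD, n = 4 each, exact two-sided permutation p = 0.83). The 95% Wilson intervals of single libraries were at most 0.105 percentage points wide, far narrower than the range from 95.8% to 97.3% over libraries. Without the 2 libraries over 5000000 reads, an alternative chosen after seeing the data, the difference was -0.448 percentage points in place of 0.0439, and neither passed the test. miR-128-3p was the most abundant miRNA with 68600 ± 16560 CPM over the 8 libraries. It was followed by miR-26a-5p with 64920 ± 12620 CPM, miR-9-5p with 57050 ± 16400 CPM and miR-124-3p with 52510 ± 14830 CPM. The seed GAGGUA of the let-7 family, with a viability of 50.3, alone carried 18.0% of reads.

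The study asked whether the more severe ko brains load the RISC with more toxic seeds. Over all R-sRNAs, with the library as the unit of replication, the median seed viability was 52.2 ± 1.85 in het and 52.3 ± 3.32 in ko (n = 4 each, exact permutation p = 1.0). The mean seed viability was 56.5 ± 0.469 in het and 56.3 ± 1.07 in ko (n = 4 each, exact permutation p = 0.686). Leaving out ko replicate 4 moved the median difference most, from 0.05 to -1.59, still short of significance. Reads with seed viability under 40 made up 13.2% ± 0.868 in het and 12.1% ± 1.79 in ko (n = 4 each, exact permutation p = 0.314). Reads with seed viability over 80 made up 9.27% ± 0.314 in het and 8.27% ± 0.687 in ko. This difference of -0.996 percentage points had an exact permutation p of 0.0857 (n = 4 each). After Benjamini-Hochberg adjustment over the 8 per-library measures it was 0.686. Its 95% Wilson intervals were at most 0.159 percentage points wide, so counting error was small beside the spread between mice. G made up 26.7% ± 0.747 of seed positions in het and 27.2% ± 0.482 in ko (n = 4 each, exact permutation p = 0.2). The smallest p this design allows is 0.0286. A single measure at this p would still not pass 0.05 after adjustment over the 8 measures, so the adjusted test had little power. For all of these measures the genotypes differed by less than the test could separate from the spread between replicates.

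**Figure D1:**
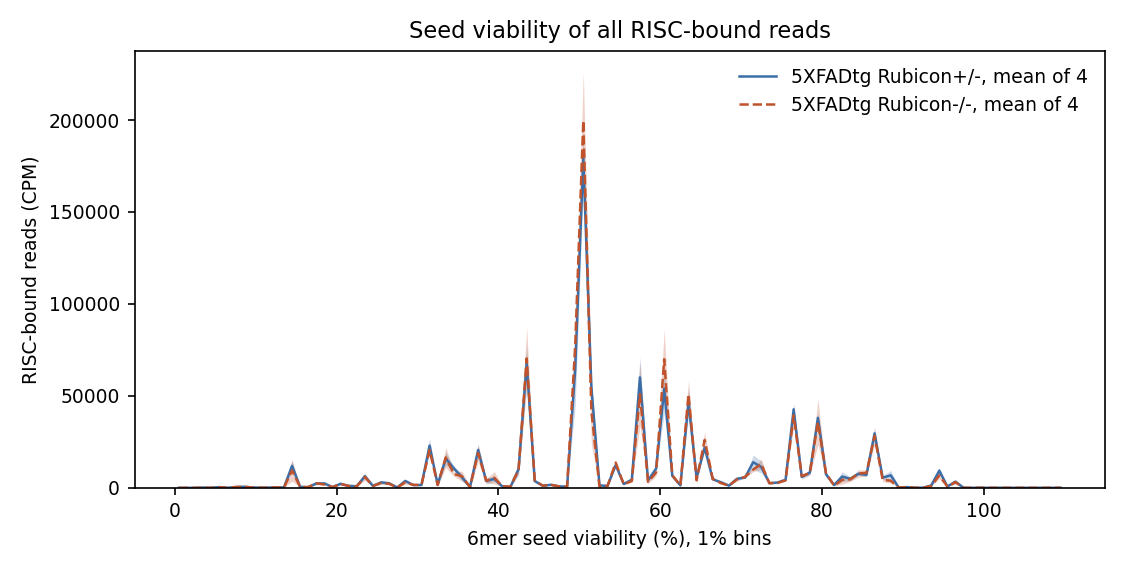
Seed viability graph of all R-sRNAs, with 6mer seed viability (%) in 1% bins on the x axis and reads in CPM on the y axis. Lines are means of 4 libraries (solid het, dashed ko) and bands are 1 SD. Both genotypes peak in the bin that holds the let-7 seed of viability 50.3, and the bands overlap over most of the range.

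**Figure D2:**
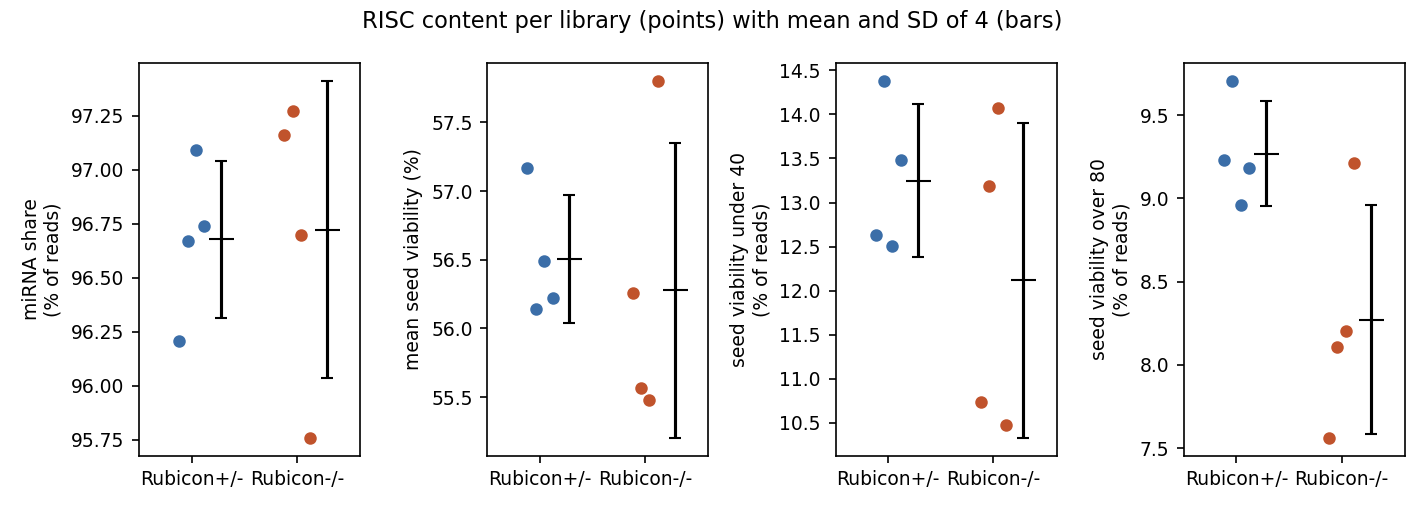
miRNA share, mean seed viability, share of reads with seed viability under 40 and share over 80 in each of the 8 libraries (points), with mean and SD of 4 libraries beside them. The y axes do not start at 0. The share over 80 lay between 8.96% and 9.70% in het, while 3 of the 4 ko libraries were below this range and ko replicate 4, at 9.21%, was within it.

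As checks of guide processing and size selection, reads of a miRNA whose seed was not the main seed of that miRNA (5 prime isomiRs) and read length were compared. The isomiR share of miRNA reads was 6.69% ± 0.482 in het and 6.94% ± 0.453 in ko (n = 4 each, exact permutation p = 0.486). Mean read length was 21.7 ± 0.0477 nt in het and 21.7 ± 0.0142 nt in ko (n = 4 each, exact permutation p = 0.343).

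To find which miRNAs changed in the RISC, CPM was summed by miRNA and 463 miRNAs with a mean of at least 10 CPM were tested with limma on log2(CPM + 1). Fold changes are on this scale, which understates the change of low miRNAs. At an adjusted p under 0.05, 6 miRNAs changed and all 6 were lower in ko. At an unadjusted p under 0.05, 34 miRNAs changed. The count ranged from 4 to 9 across the 8 fits that each left out one library, and was 4 without the 2 libraries over 5000000 reads. miR-429-3p fell from 769.6 ± 391 CPM in het to 48.5 ± 26.5 CPM in ko (n = 4 each), a log2 fold change of -3.98 (SE 0.41, limma adjusted p = 0.000127). miR-96-5p fell from 239.1 ± 112 to 12.8 ± 11.1 CPM, with a log2 fold change of -4.29 (SE 0.53, limma adjusted p = 0.000463). miR-200a-3p fell from 1860 ± 767 to 154.9 ± 120.0 CPM, with a log2 fold change of -3.80 (SE 0.49, limma adjusted p = 0.000534). For miR-182-5p the log2 fold change was -3.20 (SE 0.51, limma adjusted p = 0.00333), and for miR-200b-3p it was -2.86 (SE 0.59, limma adjusted p = 0.0313). The remaining miRNA, miR-183-5p, was named after its values were seen. Its log2 fold change was -3.09 (SE 0.69, limma adjusted p = 0.049). For each of the 6, all 4 ko libraries were below the lowest het library. Under other settings miR-200b-3p and miR-183-5p did not always stay past the threshold. Their limma adjusted p was 0.152 each after each library's trend with GC content was removed, an alternative chosen after seeing the data. Over all alternatives, edgeR and DESeq2 included, the adjusted p ranged from 0.000196 to 0.217 for miR-200b-3p and from 0.00694 to 0.219 for miR-183-5p.

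The 6 miRNAs come from a pair of loci. By exact match of the most abundant read to annotated hairpins in GENCODE M21 (GRCm38), miR-429 (chromosome 4, 156053905 to 156053987), miR-200a (156054896 to 156054985) and miR-200b (156055681 to 156055750) lie on the minus strand within introns of Ttll10. The miR-429 hairpin also overlaps an exon of the noncoding transcript Gm13648. miR-182 (chromosome 6, 30165918 to 30165992), miR-96 (30169446 to 30169551) and miR-183 (30169668 to 30169737) lie on the minus strand outside other annotated genes. The other members of the miR-200 family, miR-200c (chromosome 6, 124718322 to 124718390) and miR-141 (124717914 to 124717985), lie within an intron of Gm15884. They were looked at after the values of the family were seen. miR-141-3p had a log2 fold change of -3.94 (SE 1.33, limma adjusted p = 0.495) and miR-200c-3p one of -2.86 (SE 1.48, limma adjusted p = 0.746), each lower than the het mean in 3 of 4 ko libraries. Within genotypes, libraries high in one of these 3 clusters tended to be high in the others, with Pearson correlations of the residuals from 0.68 to 0.90 over 8 libraries (exact permutation p from 0.00694 to 0.102) and Spearman rho from 0.83 to 0.95 (exact permutation p from 0.0139 to 0.066).

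**Figure D3:**
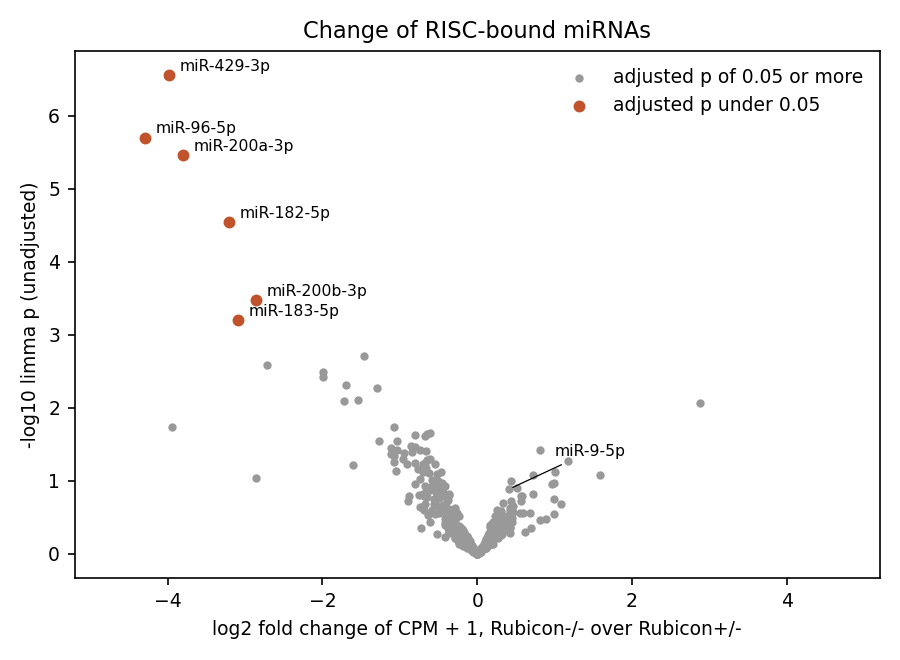
Each point is one of 463 miRNAs. The x axis is the log2 fold change of CPM + 1 (ko over het) and the y axis is the -log10 of the unadjusted limma p. The 6 miRNAs with an adjusted p under 0.05 are named and all lie at the left, between -4.29 and -2.86, and miR-9-5p lies at 0.41.

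**Figure D4:**
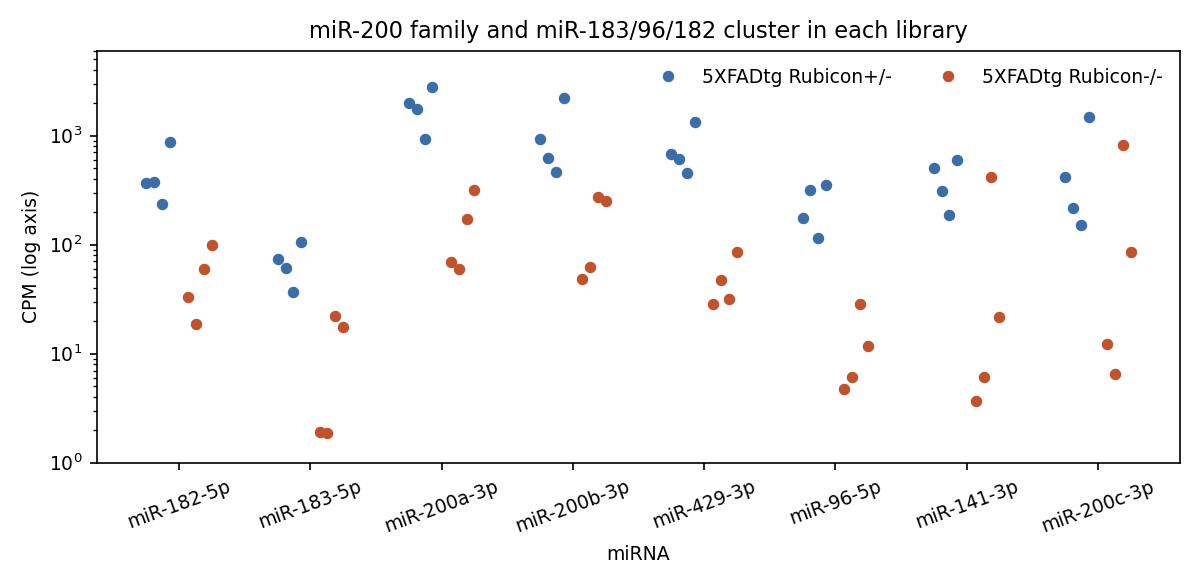
CPM (log axis) of the 6 changed miRNAs and of miR-141-3p and miR-200c-3p in each library, with het at the left and ko at the right of each name and replicates 1 to 4 in order. The genotypes do not overlap for the 6 changed miRNAs, while for miR-141-3p and miR-200c-3p ko replicate 3 lies within the het range.

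miRNAs that the study singled out for this comparison were tested as a list of 8 fixed before the data were examined. Of these, 3 (miR-200a-3p, miR-429-3p and miR-200b-3p) passed at an adjusted p under 0.05 over all 463 miRNAs. With adjustment over the list alone, miR-136-5p also passed (adjusted p = 0.0157). As the list was drawn from the study's own calls on these data, that second count shows no stability. miR-136-5p, encoded on chromosome 12 (109595327 to 109595388, plus strand) opposite an exon of Rtl1, had a log2 fold change of -1.54 (SE 0.49, limma adjusted p = 0.266 over all miRNAs). That fold change was -1.02 without het replicate 2 (limma adjusted p = 0.616). With the replicate number as a block it stayed at -1.54 and passed (limma adjusted p = 0.00591). miR-9-5p, the most abundant of the list, was 49090 ± 13000 CPM in het and 65010 ± 17000 CPM in ko (n = 4 each). Its log2 fold change of 0.41 (SE 0.25) did not pass the test (limma adjusted p = 0.796, and 0.209 over the list). Its main read matches 3 hairpins, on chromosomes 13, 3 and 7, which the table could not tell apart. let-7d-5p (0.25, SE 0.24), miR-23b-3p (0.26, SE 0.22) and miR-218-5p (0.26, SE 0.28) had small positive log2 fold changes, with limma adjusted p from 0.947 to 0.975. No miRNA passed in the upward direction. The 5 with the smallest p-values among those higher in ko were miR-211-5p (log2 fold change 2.88, limma adjusted p = 0.266), miR-501-5p (0.81, 0.593), miR-7044-3p (1.17, 0.613), miR-155-5p (1.01, 0.693) and miR-412-5p (0.72, 0.696). miR-211-5p was scarce, at 5.52 ± 6.47 CPM in het and 29.8 ± 18.9 CPM in ko, and the het mean was below the level of 3 reads in het replicate 1 (5.79 CPM).

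To look for a change in cell composition, miRNAs typical of neurons, glia and macrophages or lymphocytes were compared. Of 25 such miRNAs tested, 0 passed at a limma adjusted p under 0.05 and 2 had an unadjusted p under 0.05. The smallest was for miR-32-5p, which is named after its values were seen. It had a log2 fold change of -1.30 (SE 0.39), with a limma adjusted p of 0.209. The other was miR-141-3p, given above.

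The same fit was made for single read sequences and for seeds. Of 3299 read sequences with a mean of at least 10 CPM, 16 passed at an adjusted p under 0.05, all lower in ko, and 175 had an unadjusted p under 0.05, of which 37 were higher and 138 lower in ko. The filter moved these counts most. With a mean of at least 1 CPM, 35 reads passed with adjustment and 866 without, and the latter were 399 higher and 467 lower in ko, close to an even split. Centring each library on its median moved the split of the unadjusted calls to 53 higher and 112 lower. The smallest p was for the 21 nt miR-429-3p read TAATACTGTCTGGTAATGCCG (281.3 ± 137 CPM in het, 17.0 ± 4.77 in ko, log2 fold change -3.90, limma adjusted p = 0.000206). Next came the miR-200a-3p read TAACACTGTCTGGTAACGATGT (796.4 ± 362 CPM in het, 44.3 ± 34.7 in ko, limma adjusted p = 0.000567). The third was the miR-429-3p read TAATACTGTCTGGTAATGCCGT (360.7 ± 179 CPM in het, 23.4 ± 18.1 in ko, limma adjusted p = 0.000591). The 3 reads with the smallest p among those higher in ko were CGTACCGTGAGTAATAATGA and TCGTACCGTGAGTAATAATGT of miR-126a-3p and TATTGCACTCGTCCCGGCCTAT of miR-92b-3p, with a limma adjusted p of 0.629 each. Of 990 seeds, 3 passed and all were lower in ko. They were UUGGCA (log2 fold change -3.40, limma adjusted p = 0.0109), AACACU (-3.55, 0.0458) and AUGGCA (-2.48, 0.0458), carried mainly by miR-182-5p, miR-200a-3p and miR-183-5p. Among seeds higher in ko, the smallest p-values were for AGUGAA (1.5), CAUGAU (1.05) and UUGUGC (1.13), with limma adjusted p of at least 0.464.

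To ask whether R-sRNAs higher and lower in ko differ in toxicity, reads with an unadjusted limma p under 0.05 were weighted by their absolute CPM difference. The number of these reads was close to that expected with no change, and none of those higher in ko passed with adjustment. The median seed viability was 60.4 for the 37 reads higher in ko and 64.6 for the 138 reads lower in ko, a gap of -4.2. Reads within a library are not independent replicates, so the gap was set against other splits of the 8 libraries in place of a test on reads. Of the 8 splits that part every pair of libraries with the same number, 5 gave an absolute gap of at least 4.2, the real one included. The gap changed sign, to 14.8, with an unadjusted p under 0.01, where only 2 reads were higher and 47 lower in ko, and ranged from -11 to 20.8 across the 8 fits that each left out one library. The 3 miR-9-5p reads past the unadjusted threshold, of 61 tested, carried 55.6% of the summed difference of the reads higher in ko. All 3 were 5 prime isomiRs, with the seed UUUGGU or UCUUUG in place of the main miR-9-5p seed CUUUGG. Without miR-9-5p reads the gap was 13.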

Values the study reported

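The study reported that miRNAs constituted more than 96% of the R-sRNAs in the brains of these mice.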

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

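The tests below of steps between seeds, of library depth, of a mislabelled sample and of counting error were chosen only after the result was seen. A library was singled out where its gap to the nearest library of its genotype, divided by the range of that genotype, exceeded Dixon's 95% critical value for 4 values. This was tested in 76 groups of 4 libraries, of which 7 stood apart, while chance gives about 3.8, so several of those below are what chance would produce.

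The median seed viability stood apart in het replicate 1, at 55.0 against 51.3 for the other libraries of that genotype, and in ko replicate 4, at 57.2 against 51.3 for the next. The median can only take the value of a seed, and abundant seeds leave wide steps between values. The mean viability, which has no such steps, did not stand apart in these libraries (largest gap over range 0.664), which is consistent with steps between seeds as a source of the pattern. The same 2 libraries also had the highest mean of their genotype (57.2 and 57.8), so steps may have widened a difference that was already there. These are also the shallowest libraries. Over the 8 libraries, mean viability had a Spearman rho of -0.5 with the number of reads (exact permutation p = 0.216) and a Pearson r of -0.67 with its log10 (exact permutation p = 0.0694). For median viability rho was -0.6 (exact permutation p = 0.124) and r was -0.62 (exact permutation p = 0.107). Adjusted over the 2 measures, the p-values were 0.216 for each rho and 0.107 for each r. Without the 2 libraries farthest from the median depth, r was -0.46 for the mean and -0.68 for the median. Each genotype has only 4 libraries, too few for the relation to be recomputed within it. A relation with depth was therefore neither shown nor set aside. A library stood apart in both genotypes, so no explanation by genotype was tested.

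miR-136-5p stood apart in replicate 2 of both genotypes, at 7484 CPM in het (next 2170 CPM) and 1803 CPM in ko (next 789.7 CPM). At 36.4% GC its main read is below the median of 47.6% over miRNAs, so a bias of these libraries against GC could raise it. Across the 463 miRNAs of each library, which are not independent replicates, the Spearman rho of the deviation from the genotype mean with GC content was -0.13 in het replicate 2 and -0.46 in ko replicate 2. All 463 had a GC value. A bias in both libraries was not borne out, as the het value is weak. Over all miRNAs the deviations of the replicate 2 libraries had a correlation of 0.29, the highest of the 4 same-numbered pairs. The labels give no batch, so a shared batch of these libraries could not be tested, and the pattern cannot be told apart from one.

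miR-141-3p (418.5 CPM, next 21.6 CPM) and miR-200c-3p (823.2 CPM, next 85.2 CPM) stood apart in ko replicate 3. Both are encoded in one cluster. Epithelial tissue in the sample might raise them. Of the epithelial miRNAs listed before the test, miR-205-5p was 1.0 times and miR-203-3p 0.9 times the median of the other libraries, which speaks against this. miR-10a-5p, listed as typical of hindbrain and looked at here after its values were seen, was 83.8 CPM, 8.1 times the median of the others, of which het replicate 1 had 73.4 CPM. miR-10b-5p, also listed for hindbrain, was 19.8 CPM, the highest of the ko libraries but below het replicate 1 at 21.2 CPM. A difference in the tissue of this sample therefore remains open. A mislabelled sample would have miR-429-3p in the het range, where the lowest library had 451.5 CPM, but it was 31.4 CPM. However, miR-429-3p was found to separate the genotypes with this library counted as ko. Its low level here therefore cannot set mislabelling aside. The test of epithelial tissue rests on 2 miRNAs. A source of miR-141-3p and miR-200c-3p outside the genotype remains, since the other ko libraries had at most 85.2 CPM of either, and the pattern occurs in 1 library, so no biological explanation by group was tested.

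The seed AGUGAA was at 101.9 CPM in ko replicate 4, against 83.2 CPM for the next ko library. This library is shallow, so the value rests on 104 reads. The exact Poisson 95% interval of that count reached from 83.3 to 123.5 CPM, so its lower end lay just above the next library. Counting error alone was not enough by this test, although by a margin of rounding size, and the count of the next library has an error of its own. Chance over the 76 groups is a further candidate source. No biological explanation was tested for a single library.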

How the results depend on the processing

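The alternatives that left out the 2 libraries over 5000000 reads, drew libraries down, removed the GC trend or left out olfactory bulb miRNAs were chosen after seeing the data, as were centring, DESeq2, both pseudocounts and the filter at 100 CPM for the viability gap, the wider definition of miRNA reads, the replicate block for miRNA share, isomiR share and read length, and all alternatives for the cell-type miRNAs and the named seeds and reads. Named miRNAs, seeds and reads kept their direction under all alternatives in which they were fitted, which leaves out drawing down and, for those with a mean under 100 CPM, the filter at 100 CPM. In 41 fits of 5 of them the adjusted p was no longer past the threshold (miR-200b-3p, miR-183-5p and the seeds UUGGCA, AACACU and AUGGCA), and in 4 fits of 3 others it newly was (miR-136-5p, miR-141-3p and miR-200c-3p). For miR-136-5p these were the fits with the replicate block, without and with the GC trend removed (limma adjusted p = 0.00591 and 0.0249). For miR-141-3p (log2 fold change -5.32, limma adjusted p = 0.000254) and miR-200c-3p (-4.2, 0.0303) it was the fit without ko replicate 3. Both of these calls thus rest on leaving out that library. miR-429-3p, miR-96-5p, miR-200a-3p and miR-182-5p stayed past the threshold in all 19. For miR-9-5p the log2 fold change ranged from 0.26 to 0.63 and the adjusted p from 0.355 to 0.992. edgeR called 4 miRNAs, all among the 6, and DESeq2 called 9, which included the 6. The cause was not tested for any change given below, unless stated.

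The filter on low values moved the counts of reads. With a mean of at least 1 CPM, 35 reads passed with adjustment and 866 without (399 higher and 467 lower), and with at least 100 CPM 5 and 35 passed. DESeq2 on recovered reads gave 28 adjusted reads and 6 seeds. The count of seeds fell to 1 with a pseudocount of 0.1, with edgeR on recovered reads, with the GC trend removed, and with all libraries drawn down to the shallowest. Without the 2 libraries over 5000000 reads, 9 reads passed with adjustment and 271 without, and 4 seeds passed, of which 2 were higher in ko. Centring and count models moved the split of unadjusted reads from 37 higher and 138 lower to 53 and 112 (centred), 44 and 96 (edgeR) and 71 and 114 (DESeq2).

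With the replicate number as a block, 10 miRNAs (the 6 included), 26 adjusted reads and 4 seeds passed, and the gap was -3.7. With the block and the GC trend removed together, 9 miRNAs and 1 seed passed. Same-numbered libraries deviated together unevenly (correlation across miRNAs 0.04, 0.29, -0.18 and 0.25 for replicates 1 to 4, mean 0.1, against a mean of -0.03 for other pairs), and they are different mice. For single values a paired test of 4 pairs cannot give a p under 0.125.

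The viability gap of -4.2 changed sign with an unadjusted p under 0.01 (14.8, from 2 reads higher and 47 lower), with each changed read counted once (5.3), with the mean in place of the median (0.6), without miR-9-5p reads (13), without reads of the olfactory bulb miRNAs (2.1) and without the 2 libraries over 5000000 reads (3.0). It also did so without het replicate 2 (20.8), het replicate 4 (3.6), ko replicate 1 (6.2) or ko replicate 2 (12.4). It was more negative after centring (-10.5), with edgeR (-16) and with DESeq2 (-13.3).

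The differences of per-library measures that changed sign did not pass a test. Median viability moved from 0.05 to -1.59 without ko replicate 4 and to -0.258 without het replicate 2, 3 or 4. The miRNA share moved to -0.149 percentage points among reads with a mean of at least 10 CPM and to -0.448 without the 2 libraries over 5000000 reads, where mean viability moved to 0.133. The share with viability under 50 differed by 0.354 and that over 60 by 0.321 percentage points, both against the direction at the thresholds used.

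Across the 8 fits that each left out one library, 9 to 20 reads passed with adjustment and 112 to 265 without. Seeds ranged from 0 to 7, with 36 seeds at an unadjusted p under 0.05 in the fit with 0 (without het replicate 2). Cell-type miRNAs ranged from 0 to 2, against 2 at an unadjusted p under 0.05 with all libraries. The gap ranged from -11 to 20.8. The difference in the share under 40 ranged from -1.79 to -0.585 percentage points. That in G content ranged from 0.235 to 0.778 and that in isomiR share from 0.0216 to 0.392 percentage points. The difference in miRNA share ranged from -0.138 to 0.364 percentage points, in median viability from -1.59 to 0.975, in mean viability from -0.735 to 0.0359, and in the share over 80 from -1.31 to -0.759 percentage points. The last of these passed the exact permutation test without ko replicate 4 (p = 0.0286, the smallest p that fit allows). Values below 5.79 CPM rest on fewer than 3 reads in het replicate 1.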

Other observations

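The tests of depth and scaling for the miR-200 family were chosen only after the result was seen. Drawing down libraries, removing the GC trend and leaving out olfactory bulb reads were alternatives added after the main results were seen. For the first of these (unadjusted reads and the gap) and the second, what to expect was written down before the test was run.

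How often other groupings of the 8 libraries gave results as large was counted over the 8 splits that part every pair of same-numbered libraries, the real one included. For changed miRNAs, 1 of the 8 splits gave as many as 6, for adjusted reads 1 gave as many as 16, and for seeds 1 gave as many as 3. In each case this was the real split alone. For unadjusted reads 3 of the 8 splits gave at least 175, and for the viability gap 5 gave an absolute gap of at least 4.2. With 8 splits the share is never below 0.125, so this count could not have told any of these results apart from an accident of grouping, whatever the data. That is a limit of the 8 splits. The other 27 splits keep some same-numbered libraries together. Of these, 0 gave as many miRNAs, 0 as many adjusted reads, 1 as many seeds, 11 as many unadjusted reads and 20 as large a gap, and the largest absolute gap was 41.6. Among all splits other than the real one, the most miRNAs changed was 2 and the most adjusted reads 1.

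Library depth, which differed 39-fold, was a candidate source of the unadjusted reads and of the gap. With all libraries drawn down to 509839 reads, the median draw of 10 gave 177 reads (range 172 to 189) and a gap of -4.2 in each draw. Unequal depth was thus not shown to be a source of either, but the test was weak. The medians behind the gap, which can only take the value of a seed, were 60.4 and 64.6 in each draw while the reads changed (34 to 44 higher and 131 to 150 lower), and the counts were close to the 5% of tested reads expected with no change. A difference in sample quality that goes with depth was not tested.

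All 6 miRNAs lower in ko were among 9 tested members of a list of miRNAs typical of the olfactory bulb, written before the data were examined. The list is not independent of the study, which had itself named 3 of them. A candidate explanation is that het samples held more tissue from this region than ko samples. If so, separate loci should rise and fall together between mice of one genotype. The clusters compared were those of miR-429 (with miR-200a and miR-200b), of miR-200c (with miR-141) and of miR-183 (with miR-96 and miR-182). Their residuals had a mean correlation of 0.82 over the 8 libraries. For the miR-429 and miR-200c clusters, Pearson r was 0.68 (exact permutation p within genotypes 0.102, adjusted over the 3 pairs 0.102) and Spearman rho 0.83 (p 0.059, adjusted 0.066). For the miR-429 and miR-183 clusters, r was 0.90 (exact permutation p 0.0278, adjusted 0.0417) and rho 0.83 (p 0.066, adjusted 0.066). For the miR-200c and miR-183 clusters, r was 0.88 (exact permutation p 0.00694, adjusted 0.0208) and rho 0.95 (p 0.0139, adjusted 0.0417). Without the 2 libraries farthest from the median, r was 0.89, 0.92 and 0.88. Each genotype alone has 4 libraries, too few for a correlation. These values are consistent with varying amounts of one tissue, but shared control of the loci within the brain would give them too. The high level of the miR-200c cluster of ko replicate 3, beside a low miR-429-3p, runs in part against a single source. The other miRNAs were mixed. In this library miR-200b-3p (273.7 CPM), miR-96-5p (28.8 CPM) and miR-183-5p (21.9 CPM) were the highest of the ko libraries, while miR-200a-3p and miR-182-5p were not. All of these stayed below the lowest het library.

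Other technical explanations of this pattern were weighed. Removing each library's trend with GC content, which all 463 miRNAs had a value for, left 4 of the 6 past the threshold. It moved the log2 fold changes of the 6 about as much as centring on library medians did (miR-429-3p from -3.98 to -3.77 and to -3.76), and centring left all 6 past the threshold. A trend with GC content shared by all miRNAs is thus not enough as a source, and the 2 lost calls do not show that it accounts for a part. A GC bias that acts on these 6 alone was not tested. With libraries drawn down to the same depth 5 of the 6 passed in the median draw, so unequal depth as such is not enough as a source. Without the 2 libraries over 5000000 reads, both ko, 4 passed, and the log2 fold change shrank to -2.88 for miR-200a-3p, -1.75 for miR-200b-3p (adjusted p = 0.217) and -1.67 for miR-183-5p (adjusted p = 0.218). For miR-429-3p it was -3.74, against -3.98 with all libraries, for miR-96-5p -3.49 and for miR-182-5p -2.4. The size of the fall thus depends in part on these 2 libraries, and less so for miR-429-3p. Per-million scaling is not enough as a source either, by the same centring. As the share of olfactory bulb tissue remains open, a lower level caused by loss of Rubicon cannot be told apart from a difference in dissection. A record of the dissection, or markers of the region in total RNA of the same samples, could separate them. Age is a further point, as the paper's methods name different ages for these mice. Its results describe the het mice as matched in age to the ko mice, but count fewer het mice than there are het libraries. The labels give no age, so a difference in age between the genotypes could not be tested.

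These miRNAs also bear on the toxicity measures. Of the 138 unadjusted reads lower in ko, 33 came from olfactory bulb miRNAs and carried 17.9% of the summed difference. Without them the gap was 2.1 in place of -4.2, so its sign may depend on these reads. The difference in the share of reads with viability over 80 was -0.839 percentage points without them (exact permutation p = 0.114), against -0.996 with them.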
